A study of Danio rerio with 2 samples.

How the data were processed

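Forebrains of zebrafish (Danio rerio) larvae at 6 days post-fertilisation were profiled by single-cell RNA sequencing on the 10x Chromium droplet platform, per the labels. There was 1 library from wild-type larvae and 1 from mutant larvae. The labels shorten the mutated gene to a 3-letter stem. It was taken here as znf536 from what is known of the study, which examined genes associated with schizophrenia.

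The authors deposited 1 table per library, with a whole-number count for each gene in each cell barcode. The aligner, the counting program, the genome build, the gene annotation and the filter on barcodes were not stated. Because the platform uses molecular identifiers, each count was taken as 1 transcript molecule, although no label or header says so. In both tables every listed gene had a count in at least 3 cells, so a gene listed in only 1 table had between 0 and 2 positive cells in the other, and was entered there as 0. The cells with fewest genes had 204 genes in the wild-type table and 206 in the mutant table, so the planned minimum of 200 genes per cell removed nothing. All 3214 wild-type and 2822 mutant cells were kept in the main comparison, so any doublets among them were kept too.

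All steps from the counts onward were run here, with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and scanpy 1.11.5. Counts of each cell were scaled to 10000 and log-transformed after adding 1. The 2000 most variable genes were reduced to 30 principal components, and a graph of 15 nearest neighbours was partitioned with the Leiden algorithm (igraph 0.11.9) at resolution 1. Both libraries were clustered together without batch correction. Clusters were numbered by size. Cell classes were defined from marker lists written before the data were examined, and a cell with at least 1 count of any marker of a class was assigned to it, so that a cell could belong to several classes.

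Shares of cells were compared with 2-sided Fisher exact tests with Benjamini-Hochberg adjustment, separately over clusters, classes and genes. The threshold was an adjusted p below 0.05 together with a log2 ratio of shares (mutant over wild type, 0.5 cells added to each count) of at least 1 in size. Genes entered the detection test when at least 0.5% of the cells of either library had a count. Summed counts, scaled to library totals as CPM, were compared without a test, with 0.5 added to each sum, for genes with at least 50 counts over both libraries. Gene lists were placed among 10000 random lists matched on mean expression in 20 bins. Intervals on shares are 95% Wilson intervals and cover counting error alone. The smallest share that 3 cells can show was 0.0933% in the wild-type library and 0.106% in the mutant library.

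With 1 library per genotype there was no replicate error, and a test on cells compares these 2 libraries, not the genotypes. Sampling error was gauged by splitting each library at random into equal parts in 25 draws, each giving 4 comparisons, within and between libraries. Genes were named by a rule set before the data were examined. It took znf536, the 5 highest and 5 lowest log2 ratios among genes past the threshold that were detected in at least 1% of the cells of 1 library and had the same sign in both random parts, and up to 3 neuropeptide genes in each direction. The rule also named genes of clusters past the threshold, of which there were 0, so clusters are described by the 5 genes with the highest difference in detection, a choice made afterwards.

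The detection test was checked on simulated counts drawn from the measured gene means and cell totals, with 200 genes changed in the mutant library. It recovered 196 of them with the right sign and called 13 unchanged genes among 12247 tested. Every simulated change was larger than the log2 threshold of 1 and lay in genes with neither very few nor very many counts. All simulated cells shared 1 expression profile, without cell types. The recovery is therefore no measure of sensitivity in the measured data. The version with the same cluster weights in both libraries recovered 196 and called 18. It used random groups of cells in place of clusters, so it did not test the adjustment for a changed make-up. In a simulation of 14 clusters in which 1 cluster lost most of its mutant cells, that cluster alone was called, at a log2 ratio of -2.34. The true value was the same to every digit, so the ratio is no separate check of accuracy.

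Alternatives set before the data were examined changed the minimum of genes per cell, the Leiden resolution, the number of components, the library used for clustering, the depth, the cells with most counts, the mitochondrial share, the count that defines detection, the gene filters, the cluster weights and the scaling of summed counts. The scaling alternatives were TMM in edgeR 4.0.16 (R 4.3.3) and median-of-ratios size factors. Thinning every cell to 1000 counts, with smaller cells left out, was added after seeing the data. It kept 2490 wild-type and 2412 mutant cells. Gene symbols were placed on chromosomes with the RefSeq gene table of assembly GRCz12tu, and no coordinates are given because the authors' build was not stated. Reads were not used here.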

Results

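Single-cell transcriptomes of the zebrafish forebrain at 6 days post-fertilisation were compared between 1 wild-type library and 1 library mutant for znf536, a zinc-finger gene examined in a study of schizophrenia-associated genes. The wild-type table held 3214 cells and 17350 genes with 5567034 counts in total, and the mutant library held 2822 cells and 17269 genes with 5348077 counts. The median cell had 1371 counts in the wild-type library (interquartile range 1044 to 1717.75) and 1560 in the mutant library (1217.25 to 2005), a log2 ratio of 0.19. Median genes per cell were 677 and 769. Mitochondrial genes took a median of 1.61% of the counts of a wild-type cell and 1.57% of a mutant cell. The tables shared 16127 of 18492 genes. No replicate libraries entered any comparison, so each test below concerns these 2 libraries.

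The targeted gene was examined first. A znf536 count was found in 174 wild-type cells, 5.41% of the library (95% Wilson interval 4.68 to 6.25%), and in 101 mutant cells, 3.58% (2.95 to 4.33%). The log2 ratio of the shares was -0.59 (2-sided Fisher exact p = 6.519e-04, adjusted p = 0.00779). znf536 summed to 38.3 CPM (counts scaled to equal library totals) in the wild-type library and 23.7 in the mutant library. The direction was the same under each alternative, but the test did not pass with at least 2 counts per cell (30 and 16 cells, Fisher exact adjusted p = 0.245) or with every cell thinned to 1000 counts (97 and 60 cells, Fisher exact adjusted p = 0.131). Its transcripts remained detectable in the library labelled mutant. The nature of the lesion was not stated, and the difference in size stayed short of the log2 threshold of 1.

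To ask whether the mutant forebrain had a different make-up of cells, both libraries were clustered together, which gave 14 clusters. None passed the threshold (0 of 14, with 3 at an unadjusted p below 0.05), and log2 ratios ranged from -0.40 to 0.54. Cluster 2, whose leading genes were BX511246.1, a clone-named gene, gad2 and gad1b, held 491 wild-type and 336 mutant cells. These were 15.3% (14.1 to 16.6%) and 11.9% (10.8 to 13.2%) of the libraries, a log2 ratio of -0.36 (Fisher exact, adjusted p = 0.00209). Over all cells BX511246.1 was itself found in fewer mutant cells (1342 and 888, log2 ratio -0.41, Fisher exact adjusted p = 7.123e-14). Cells with a GABAergic marker were not fewer, at 29.7% and 32.7% (log2 ratio 0.14, Fisher exact adjusted p = 0.0516). The lower share of cluster 2 is therefore no evidence of fewer GABAergic cells. Cluster 6, led by tubb5, sox4a.1 and tuba1a, had a higher share in the mutant library, with 170 wild-type and 209 mutant cells and a log2 ratio of 0.48 (Fisher exact, adjusted p = 0.00555). Cluster 9, led by gng8, pou4f1, synpr and kctd12.1, held 213 wild-type and 143 mutant cells, 6.63% (5.82 to 7.54%) and 5.07% (4.32 to 5.94%). Its log2 ratio of -0.39 did not pass after adjustment (Fisher exact p = 0.0117, adjusted p = 0.0546). The number of clusters past the threshold moved most with a minimum of 500 genes per cell and with Leiden resolution 2, both of which gave 4. Clusters 2 and 6 did not pass the adjusted test when clusters were made on wild-type cells (log2 ratios -0.12 and 0.28, Fisher exact adjusted p = 0.490 and 0.0977). Cluster 9 passed it with 50 principal components, without the cells with most counts and among neuronal clusters (Fisher exact adjusted p = 0.0388, 0.0175 and 0.0398). Random parts of a single library gave 0 clusters with an adjusted p below 0.05 in 47 of 50 comparisons, 1 in 1 comparison and 2 in 2 comparisons. Parts of different libraries gave 0 in 28 of 50.

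**Figure D1:**
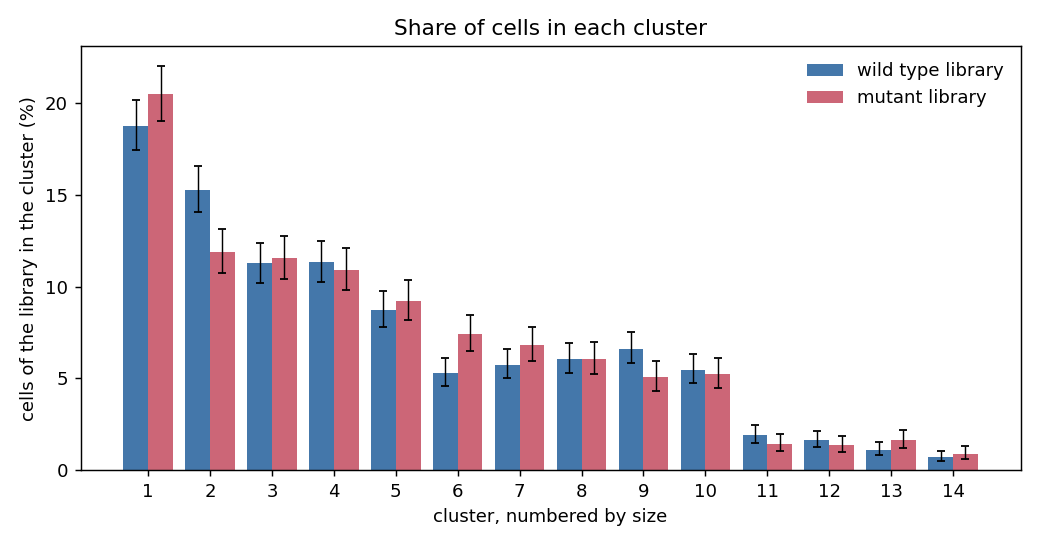
Share of the cells of each library (%, y axis) in each of the 14 clusters (x axis, numbered by size), with 95% Wilson intervals as error bars and 1 library per genotype. Cluster 2 falls from 15.3% to 11.9% and cluster 6 rises from 5.29% to 7.41%.

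At resolution 2 there were 29 clusters, of which 2 were higher and 2 lower in the mutant library past the threshold. With 10 other seeds the number past the threshold was between 1 and 3. The cells of cluster 9 were then parted into a group led by gng8 that also carried tac3a, with 157 wild-type and 50 mutant cells, and a group led by gng8, kctd12.1 and pou4f1, with 56 and 95. The former had a log2 ratio of -1.45 (Fisher exact, adjusted p = 3.609e-10) and the latter 0.94 (Fisher exact, adjusted p = 9.451e-04), short of the size threshold. The other clusters past the threshold at this resolution were a zic1 group of 41 and 74 cells (log2 ratio 1.03), a group with cx43 and fabp7a among its 5 leading genes of 9 and 27 cells (1.72), and a group led by epcam of 12 and 1 cells (-2.87). When clusters were made on wild-type cells alone, the cells of cluster 9 were not parted at this resolution, and 4 of 28 clusters passed the threshold.

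Marker classes gave 0 of 17 past the threshold, with 5 at an unadjusted p below 0.05, and every alternative tried also gave 0. Radial glial markers were found in 12.3% of wild-type cells (11.2 to 13.5%) and 16.2% of mutant cells (14.9 to 17.6%), a log2 ratio of 0.40 (Fisher exact, adjusted p = 2.085e-04). Telencephalic markers were found in 45.1% and 50.3% (log2 ratio 0.16, Fisher exact adjusted p = 4.255e-04), and oligodendrocyte-lineage markers in 17.2% and 20.6% (0.26, Fisher exact adjusted p = 0.00481). Habenular markers were found in 26.1% and 26.9% of cells (0.04, Fisher exact adjusted p = 0.705). These were 840 wild-type and 758 mutant cells, far more than the 213 and 143 of cluster 9, so most lay outside that cluster. The class therefore says little about cluster 9. With mutant counts thinned to the wild-type mean per cell, radial glial markers had a log2 ratio of 0.35 (Fisher exact, adjusted p = 0.00239), while telencephalic and oligodendrocyte-lineage markers no longer passed (Fisher exact, adjusted p = 0.0565 and 0.199). Without the cells with most counts the radial glial log2 ratio was 0.64 (Fisher exact, adjusted p = 1.260e-07), and with at least 500 genes per cell 0.38 (Fisher exact, adjusted p = 0.00230). The former setting cut the class unequally, from 395 to 261 wild-type cells and from 458 to 357 mutant cells. Its larger ratio is therefore no separate support. With at least 2 marker counts per cell, the telencephalic shares were 27.8% and 31.3% and the oligodendrocyte-lineage shares 2.24% and 3.08%. Neither passed the test (Fisher exact, adjusted p = 0.0503 and 0.187). The radial glial shares were then 8.06% and 8.33%, a log2 ratio of 0.05 (Fisher exact, adjusted p = 0.992). The share of cluster 8, led by her4.2.1, her15.2 and her4.2, did not differ either (log2 ratio 0.00, Fisher exact p = 1).

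Detection was compared gene by gene for 11955 genes. The median log2 ratio over all of them was 0.19, in the direction of the deeper library, and changes should be read relative to that shift. The threshold was passed by 230 genes, 188 detected in more mutant cells and 42 in fewer. With every cell thinned to 1000 counts, an alternative chosen after seeing the data, the median fell to 0.05 and 51 genes passed, 26 up and 25 down, of which 34 were among the 230. Random parts of a single library gave 0 genes past the threshold in each of 25 comparisons within the wild-type and each of 25 within the mutant library. Parts of different libraries gave between 70 and 186 genes, with a median of 116.5, in 50 comparisons.

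The gene with the lowest ratio was rcvrnb, found in 35 wild-type cells (1.09%, 0.784 to 1.51%) and not listed in the mutant table, with a log2 ratio of -5.96, or -3.64 if 2 mutant cells had it. Of its 1775 counts, 94.5% lay in 5 cells. mybl1 was found in 142 wild-type cells (4.42%, 3.76 to 5.18%) and 9 mutant cells (0.319%, 0.168 to 0.605%), a log2 ratio of -3.72 (Fisher exact, adjusted p = 1.276e-25). agpat9l, pde6h and efemp2a followed, with log2 ratios of -2.34, -2.25 and -2.22. For pde6h, 82.1% of 1016 counts lay in 5 cells, and agpat9l was no longer past the threshold at 1000 counts per cell (log2 ratio -1.70).

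Among genes that met the naming rule, the highest ratio was that of aplnr2, found in 3 wild-type cells (0.0933%, 0.0317 to 0.274%) and 54 mutant cells (1.91%, 1.47 to 2.49%), never with more than 1 count in a cell, at a log2 ratio of 4.15 (Fisher exact, adjusted p = 2.303e-12). gnrh3 was found in 6 wild-type and 74 mutant cells, a log2 ratio of 3.71 (Fisher exact, adjusted p = 1.452e-15). Of its 2499 counts, 96.9% lay in 5 mutant cells, and 1342 in a single one. tubb6, cd59 and a gene known by a clone name followed, with log2 ratios of 2.66, 2.47 and 2.14; the last was found in 11 wild-type and 44 mutant cells. cd59 was found in 7 wild-type and 36 mutant cells. Over the 16 named genes no alternative reversed a direction.

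**Figure D2:**
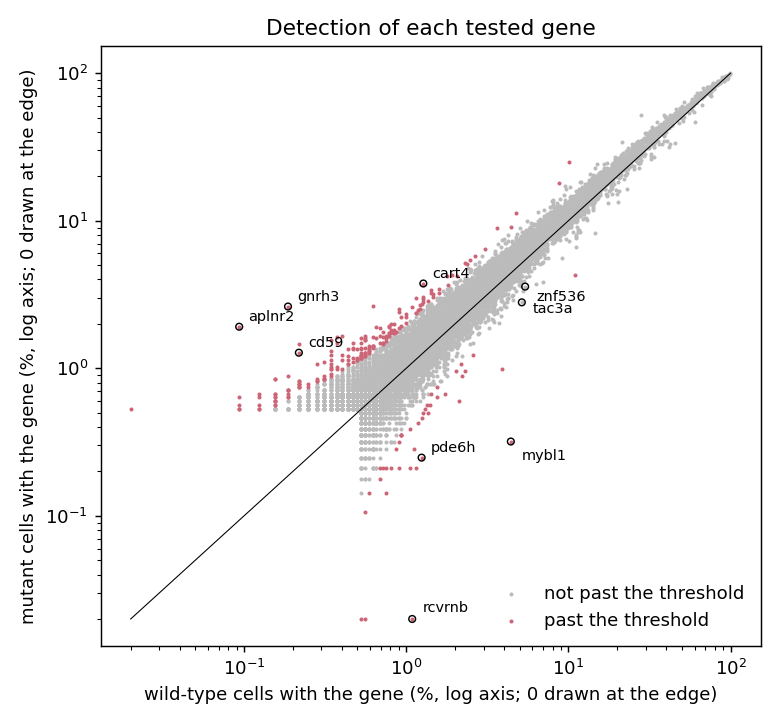
Percentage of wild-type cells (x axis) and mutant cells (y axis) with at least 1 count of each of 11955 genes, on log axes, with values of 0 drawn at the edge and the diagonal marking equal shares. The 230 genes past the threshold are coloured, most of them above the diagonal. rcvrnb lies at the lower edge.

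Summed counts were then compared over 10253 genes. A log2 ratio of at least 1 in size was reached by 286 genes, 123 higher and 163 lower in the mutant library, with a median over all genes of 0.08. This balance was the opposite of that in the detection test. The count moved most when no minimum was set, to 3510, and it was 60 among genes with at least 200 counts. With 1 library per genotype, no p-value was computed.

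Neuropeptide genes were examined as a list of 64 genes, 32 of which were detected widely enough to test. Their median log2 ratio was 0.02, against 0.17 for the median random list matched on expression, at the 0.01 percentile of 10000 such lists. The percentile stayed at 3.27 or lower under each alternative. With every cell thinned to 1000 counts, the gap narrowed to a median of -0.04 against 0.05, at the 0.85 percentile. The random lists were matched on mean expression alone, not on how counts spread over cells. Part of the gap at the measured depth may therefore come from depth. Of the list, 3 genes passed the threshold, gnrh3, adcyap1a and cart4, each detected in more mutant cells. adcyap1a was found in 6 wild-type and 25 mutant cells (log2 ratio 2.16) and cart4 in 41 and 106 (1.55). For cart4, counting only cells with at least 2 counts reduced the log2 ratio to 0.52. The lowest ratios were those of tac3a, sst6 and nts. tac3a was found in 166 wild-type cells (5.16%, 4.45 to 5.98%) and 79 mutant cells (2.80%, 2.25 to 3.48%), a log2 ratio of -0.88 (Fisher exact, adjusted p = 1.072e-04), short of the size threshold, which it passed with at least 2 counts (-1.32). For sst6 and nts the log2 ratios of -0.73 and -0.66 did not pass the test (Fisher exact, adjusted p = 0.105 and 0.461).

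The tac3a difference lay in cluster 9. There it was found in 119 of 213 wild-type cells, 55.9% (49.2 to 62.4%), and in 34 of 143 mutant cells, 23.8% (17.5 to 31.4%), a log2 ratio of -1.22 (Fisher exact p = 1.451e-09). In all other cells it was found in 47 wild-type and 45 mutant cells, a log2 ratio of 0.10 (Fisher exact p = 0.753).

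**Figure D3:**
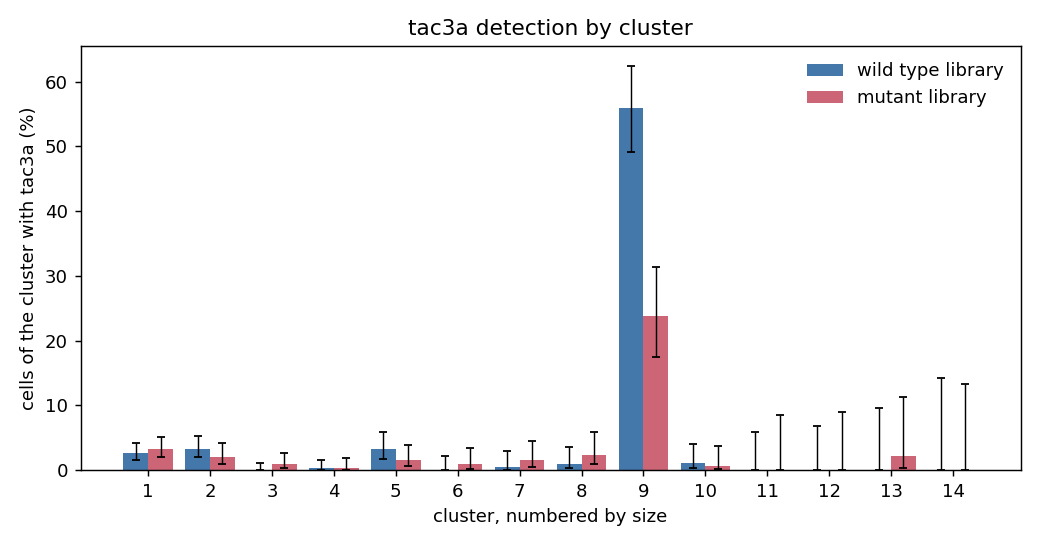
Percentage of the cells of each cluster (x axis) with at least 1 tac3a count (y axis) in each library, with 95% Wilson intervals as error bars and 1 library per genotype. In cluster 9 the share is 55.9% in the wild-type library and 23.8% in the mutant library.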

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

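Each of the 16 named genes was tested in each of the 14 clusters for whether its library difference inside the cluster differed from that in all other cells, with Zelen's exact test. Of 224 tests, 2 passed Benjamini-Hochberg adjustment and 11 had an unadjusted p below 0.05. All tests of explanations in this part were chosen after the results were seen, except those on the seeds of the clustering and on sub-clusters made on wild-type cells.

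The tac3a difference inside cluster 9 (log2 ratio -1.22) differed from that in the other cells (0.10), with an adjusted p of 9.439e-04 by Zelen's exact test. Cluster 9 had the highest detection of the habenular marker list, 70.6% on average per marker against 8.22% elsewhere. The mutant library was the deeper, in cluster 9 as well (median counts 1668 against 1289), so depth would raise mutant detection. The ratio of -1.19 with every cell thinned to 1000 counts is therefore no test of depth as a cause of the fall. RNA picked up from other cells did not account for it either, since among cells with at least 5 tac3a counts it was -1.18. A sequence variant that hides tac3a reads would lower detection outside the cluster as well, where the ratio was 0.10. At resolution 2, the sub-cluster with the best overlap with the tac3a-positive cells of cluster 9 was taken for each seed. With all 10 seeds tried it was past the threshold, with log2 ratios from -1.49 to -1.36. Those positive cells were already fewer in the mutant library (119 and 34). The seeds therefore show that the clustering was stable and are no separate support for a lost sub-cluster. Clusters made on wild-type cells alone at that resolution left the habenular cells in 1 cluster of 211 wild-type and 145 mutant cells with a log2 ratio of -0.35, so this sub-cluster was not found without the mutant cells, although 4 of those 28 clusters passed the threshold. The tac3a fall does not, since in that same cluster the ratio was -1.21. Among tac3a-positive cells of cluster 9, 72 of 119 wild-type and 21 of 34 mutant cells had at least 5 counts. These are raw counts and the mutant cells were deeper, so a lower level per positive cell is not excluded. The other part of cluster 9 at resolution 2 went the other way, with 56 wild-type and 95 mutant cells (log2 ratio 0.94). A hypothesis is that the mutant has fewer tac3a-expressing habenular neurons, either as a loss or as a changed make-up of the cluster. The tac3a fall may equally reflect a difference between batches or dissections, which cannot be told apart from genotype with 1 library per genotype.

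For mybl1, cluster 8 stood apart. There the gene was found in 4 of 195 wild-type and 5 of 171 mutant cells, a log2 ratio of 0.48, whereas in all other cells it was found in 138 wild-type and 4 mutant cells, a log2 ratio of -4.76 (Zelen's exact test, adjusted p = 0.00233). Those 4 mutant cells all lay in cluster 3 (16 of 362 wild-type and 4 of 326 mutant cells, log2 ratio -1.72), which did not differ from the rest after adjustment (Zelen's exact p = 0.0202, adjusted p = 0.753). Cluster 8 was led by her4.2.1 and her15.2. Depth would raise detection in the deeper mutant library, so the ratio of -4.47 outside cluster 8 at 1000 counts per cell is no test of it. A few cells with very high counts did not account for the loss, since the 5 highest cells held 10.2% of the mybl1 counts. Nor had counts passed to sgk3, the nearest tested neighbour in gene order, which had a log2 ratio of -0.27. A strain variant acting on all mybl1 transcripts would lower cluster 8 too, as reasoned for tac3a, and no loss was seen there. However, few cells of that cluster carried the gene, and they were deep, with median counts of 4092 and 3249 in the cluster. At 1000 counts per cell, mybl1 was found in 79 wild-type and 4 mutant cells in all, and in 79 and 3 outside cluster 8. Almost no positive cells were then left in cluster 8, so it cannot decide against such a variant. That variant, one that acts only on transcripts made outside cluster 8, or a batch difference could account for only 4 positive mutant cells outside the cluster. A biological loss cannot be told apart from them here.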

How the results depend on the processing

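With 1 library per genotype there was no replicate to leave out and no other split of the samples. No paired analysis was possible because each group had 1 library. Every alternative planned was run, and a named gene under the detection filter of a setting has no value there.

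The main clustering had 0 clusters past the threshold, and so did resolution 0.5, clusters made on wild-type cells at resolution 1, thinning to equal mean depth, leaving out the cells with most counts, restricting to neuronal clusters and leaving out cells with a high mitochondrial share. A minimum of 500 genes per cell gave 4, resolution 2 gave 4 and 50 principal components gave 2. In the first of these the cluster matched to cluster 9 had a log2 ratio of -1.24, and at resolution 2 it had -1.45, both being parts of cluster 9. Of the 27 values of clusters 2, 6 and 9 under the alternatives, these 2 became stronger and the other 25 kept their direction and side of the threshold. The adjusted test alone was less stable. For cluster 2 the adjusted p by the exact test rose to 0.0843 at 500 genes per cell and 0.490 with clusters made on wild-type cells (log2 ratio -0.12), and for cluster 6 to 0.225 at resolution 0.5 and 0.0977 with clusters made on wild-type cells. For cluster 9 it fell from 0.0546 to 0.0388 with 50 principal components, 0.0175 without the cells with most counts and 0.0398 among neuronal clusters. It rose to 0.0977 with clusters made on wild-type cells and 0.0849 without cells with a high mitochondrial share. With mutant counts thinned to the wild-type mean it was 0.0698, and at resolution 0.5 it was 0.0647. At resolution 2, 10 other seeds gave between 1 and 3 clusters past the threshold. Marker classes stayed at 0 past the threshold under each alternative.

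The 230 genes past the detection threshold became 390 without a filter on detection, 110 when mutant counts were thinned to the wild-type mean per cell, and 51 when every cell was thinned to 1000 counts, the last chosen after seeing the data. The median log2 ratio over all genes fell from 0.19 to 0.08 and 0.05 in the 2 thinned settings. The 188 genes up and 42 down became 72 and 38 with mutant counts thinned to the wild-type mean, and 26 and 25 at 1000 counts. Depth may thus explain part of the excess of genes higher in the mutant library. An excess remained at equal mean depth, but that setting did not match the typical cell. Before thinning, the log2 ratio of mean counts per cell was 0.13 and that of median counts 0.19. The remaining excess is therefore no evidence of a cause beyond depth, and at 1000 counts the 2 directions were nearly balanced. Thinning to 1000 counts also leaves fewer cells and counts, which lowers the number of genes that can pass in both directions. With at least 2 counts per cell 165 genes passed and 11 of them were among the 230. The cause was not tested, nor was that of the rise without a filter. Of the 99 values of named genes under the alternatives, 95 kept direction and side of the threshold, 2 became weaker (cart4 with at least 2 counts, agpat9l at 1000 counts) and 2 became stronger (tac3a in both of those settings), and 0 reversed.

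The 286 genes past the fold of summed counts became 3510 without a minimum and 60 with at least 200 counts. The cause was not tested. The other scalings gave between 267 and 343. The balance depended on the scaling, with 76 higher and 191 lower under TMM but 181 higher and 162 lower for the mean over cells of counts per 10000. The neuropeptide list stayed between the 0 and 3.27 percentile in each setting.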

Other observations

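The tests below were chosen after the results were seen. Each is a description of 2 libraries.

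For several genes with extreme detection ratios, most of the counts lay in a handful of cells. The 5 cells with most counts held 96.9% of all gnrh3 counts, 94.5% of rcvrnb, 82.1% of pde6h and 54.1% of cart4. Leaving those 5 cells out kept the direction of the detection ratios, but it does not remove RNA that such cells may have released. Beyond those 5 cells, gnrh3 was found in 6 wild-type and 69 mutant cells and rcvrnb in 30 and 0. For pde6h the numbers were 35 and 7, and for cart4 40 and 102. Of these further gnrh3-positive cells, 97.3% had a single count, in 12 clusters. For gnrh3, rcvrnb and pde6h, cells with at least 20 counts were found in 1 library only, 3 mutant cells for gnrh3 and 6 and 8 wild-type cells for rcvrnb and pde6h. RNA released from a few source cells may therefore explain part of the spread of these 3 genes over cells of that library. For cart4 both libraries held 12 cells with at least 20 counts, but the mutant library had more counts in total (1790 against 1058) and with at least 2 counts per cell the log2 ratio was 0.52, so released RNA remains a candidate explanation there too. The same was not seen for mybl1 (10.2%), agpat9l (18.5%), efemp2a (14.6%), aplnr2 (8.77%), tubb6 (14%), cd59 (33.8%), the clone-named gene (10.7%) or adcyap1a (38.7%), where no such source was present among the cells. A source lost before the cells were counted cannot be excluded.

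Cells with at least 20 counts of rcvrnb or pde6h numbered 8, all in the wild-type library. These genes were chosen for their low ratios, so the split between libraries is not a separate test. All 8 carried at least 2 genes of an independent list of photoreceptor and pineal genes, against 0.0995% of the other cells (Fisher exact p = 6.904e-23). They are candidate photoreceptor-type cells, which might have entered with the dissected tissue. No explanation of the difference between the libraries was tested.

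Genes that passed the threshold at equal depth, 51 in all against 230 at the measured depth, were unevenly placed. Gene symbols without clone names were placed for 94.7% of the 38 such genes. Of the 418 tested genes on the chromosome that carries znf536, 7 had passed, 1.67%, against 0.380% of those elsewhere (Fisher exact p = 0.00218). They were syt13, rrad, emc4, shha, adcyap1a, cd59 and aplnr2. Of 25 chromosomes, only this 1 had a share as high, but the next highest share was 1.23%, so other chromosomes came near it. Of the mutant cells with cd59, 31 of 36 lay in cluster 9, and of those with adcyap1a 18 of 25, so for these genes a changed make-up of that cluster is a candidate explanation. Without the cells of cluster 9, cd59 and adcyap1a no longer passed. Most of their positive mutant cells were removed with the cluster, so this cannot decide their cause. The chromosome still held 5 genes that passed, against 18 elsewhere, or 1.19% of its tested genes against 0.234% (Fisher exact p = 0.00559). For these 5, and for cd59 and adcyap1a as well, differences linked to the mutated gene, such as parental haplotypes carried along with it, remain a candidate explanation. The 7 genes were not shown to lie closer to znf536 in gene order than other tested genes of the chromosome (permutation p = 0.198). With so few genes, this test cannot decide for or against linkage. Regulation by znf536 of genes on its own chromosome is not separable from linkage in these data.

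Immediate early and heat shock genes were detected in relatively fewer mutant cells. The median log2 ratio was -0.04 over 22 immediate early genes and -0.07 over 16 heat shock genes, against 0.15 and 0.14 for random lists of matched expression, below all of 10000 lists for both. Depth would raise detection in the deeper mutant library. The 0.04 percentile of the heat shock list at 1000 counts per cell is therefore no test of it. Cluster shares did not account for the lower detection. With the same cluster weights the heat shock median was -0.07 against 0.14 for random lists, at the 0 percentile. The immediate early median was -0.05 against 0.15. These genes respond to handling and dissociation, and a difference in handling between the libraries was not tested and cannot be told apart from genotype.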
